# Transcriptome dataset of mouse adipose tissue across estrous cycles

**DOI:** 10.1038/s41597-024-03942-5

**Published:** 2024-10-05

**Authors:** Hongjie Zheng, Yier Bai, Shan Wu, Zhixuan Jiang, Qing Pei, Min Yao

**Keywords:** RNA sequencing, Genetics research

## Abstract

Adipose tissue is crucial for energy storage and release, ensuring energy homeostasis within the body. Disturbances in the physiology of adipose tissue have been associated with various health disorders, such as obesity and diabetes. The reproductive cycle represents a fundamental biological pattern in female physiology. Although previous research has highlighted the substantial regulatory influence of ovarian hormones on adipose tissue, our understanding of the comprehensive changes in adipose tissue throughout the reproductive cycle remains limited. In this study, we examined the transcriptomic profile of female mouse-adipose tissue across their complete estrous cycles. The findings provided detailed descriptions of the datasets generated, including information on data collection, processing, and quality control. The study also demonstrated the robustness of these data through various validation steps. These findings serve as crucial resources for investigating the role of estrous cycle rhythmicity in important adipose tissue processes in the future.

## Background & Summary

Adipose tissue plays a pivotal role in human physiology, functioning as an energy reservoir and endocrine tissue^1,2^. Dysregulation of adipose tissue functions, including adipogenesis, lipolysis, adipocytokines secretion, lipid metabolism, and thermogenesis, can result in a spectrum of pathological conditions such as metabolic disorders, obesity, type 2 diabetes, cardiovascular diseases, lipodystrophy, precocious puberty, among others^1–10^. As the prevalence of these adipose tissue-related disorders continues to increase, there is a growing global interest in adipose tissue research^2^.

The reproductive cycle is a fundamental biological rhythm in female mammals; it is referred to as the menstrual cycle in women and higher-order primates and as the estrous cycle in non-primates^11–14^. During the reproductive cycle, female hormones like estrogen and progesterone undergo regular fluctuations that are associated with numerous metabolic activities^13,15–19^. Adipose tissue is widely recognized as a hormonally regulated tissue, and the regulatory effects of numerous individual hormones, such as insulin, estrogen, progesterone, testosterone, and thyroid hormones, on adipose tissue across multiple facets have been studied extensively^20–28^. However, our understanding of how adipose tissue responds within the intricate, multi-hormonal physiological dynamics of the entire reproductive cycle remains limited.

Transcriptional information is essential for elucidating the phenotype and functionality of adipose tissue. A previous study revealed the transcriptional variances in adipose tissue between estrus and diestrus; however, information regarding the other two stages of the estrus cycle is still lacking^29^. Therefore, in this study, we conducted a comprehensive transcriptomic analysis of adipose tissue across the entire estrous cycle in mice, including proestrus, estrus, metestrus, and diestrus (Fig. 1). Twenty RNA-seq datasets were obtained. These datasets provide valuable resources for studying cyclical variations in adipose tissue across the reproductive cycle, thereby aiding in uncovering the potential mechanisms underlying metabolic disorders and optimizing therapeutic interventions to leverage cyclic variations.

## Methods

### Animals and sample collection

The experimental manipulation of the animals was approved by the Animal Care and Experiment Committee of Shanghai Ninth People’s Hospital, Shanghai Jiao Tong University School of Medicine (approval number: SH9H-2024-A1002-1). Twenty 8-week-old female C57BL/6 mice, weighing 20–25 g, were used in this study (Table S1, see Supplementary Information document). Mice were maintained in a standard laboratory environment with a temperature of 22 °C, humidity at 40–60%, and a 12-hour light-dark cycle, with unrestricted access to food and water .

**Fig. 1:**
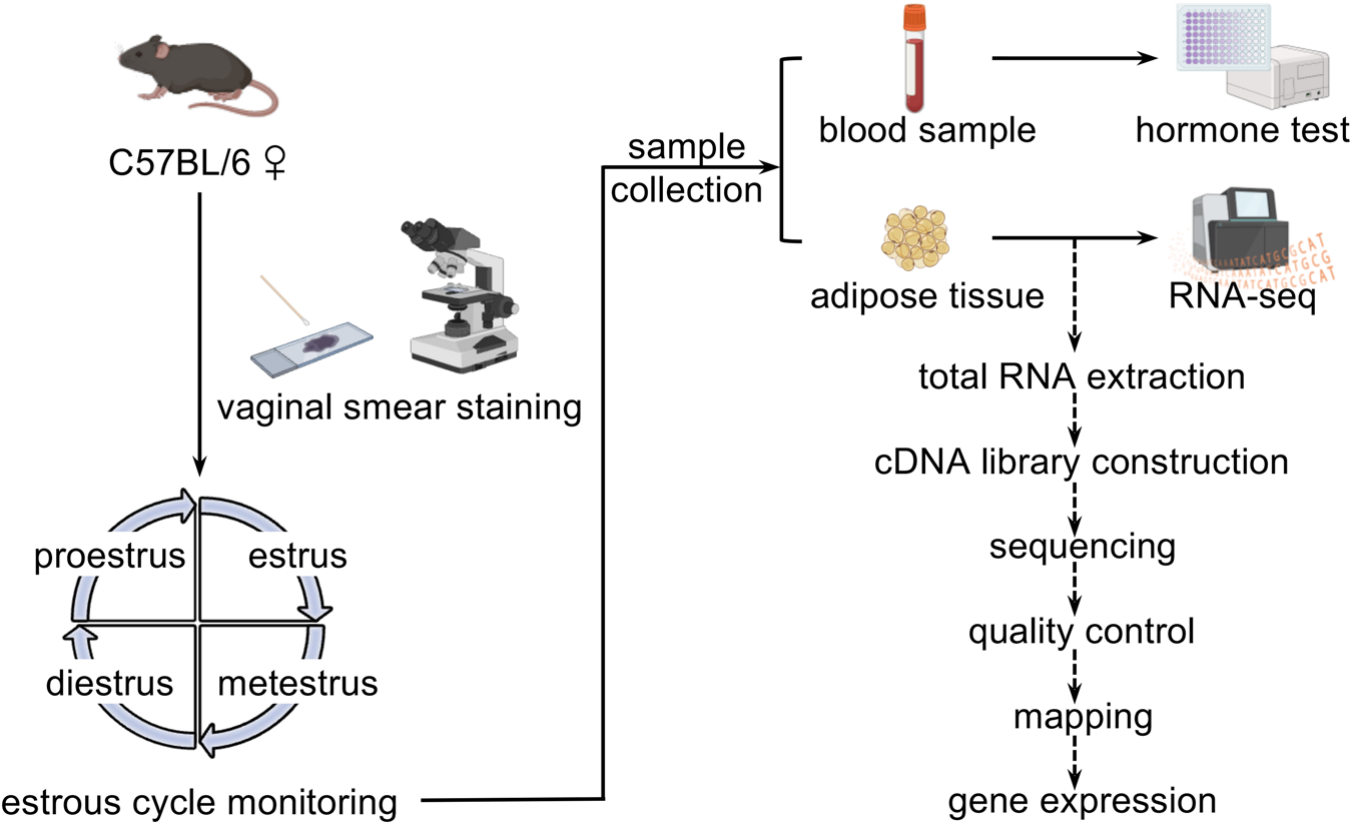
Schematic representation of the study design and data processing. Twenty 8-week-old female C57BL/6 mice were selected, with five mice allocated per stage. The estrous cycle of each mouse was monitored continuously using vaginal smear staining. Mice with consecutive estrous cycles covering the proestrus, estrus, metestrus, and diestrus were specifically chosen for subsequent experimentation. Blood samples were analyzed using enzyme-linked immunosorbent assays (ELISA) to quantify estrogen and progesterone serum levels. Adipose tissue was harvested and subjected to RNA-seq analysis using the Illumina NovaSeq 6000 platform. The figure was created using BioRender (https://www.biorender.com/).

After one week of acclimatization, vaginal smears were collected from each mouse daily between 8:00 AM and 9:00 AM to confirm their estrous cycles^11,15^. Briefly, the mice were restrained and then subjected to vaginal smears by gently inserting and rolling a cotton-tipped swab wetted with 0.9% saline into the vagina. The cells collected from the swab were immediately placed onto a dry glass slide and air-dried for 10 min. Subsequently, the slides were stained with crystal violet (Beyotime, Shanghai, China) for 10 min, rinsed with water, and subsequently photographed under a light microscope (Nikon, Tokyo, Japan). The stage of the estrous cycle was microscopically identified by analyzing the types and proportions of vaginal cells as previously described^11,15^. Specifically, proestrus phase smears primarily contain nucleated epithelial cells; estrus phase smears exhibit numerous cornified epithelial cells; metestrus phase smears comprise a mixture of nucleated and cornified epithelial cells, and leukocytes in similar proportions; and diestrus phase smears are predominantly composed of leukocytes (Fig. 2a). Vaginal smears were conducted for a minimum of two cycles, and mice with consecutive estrous cycles were selected for further experimentation.

**Fig. 2:**
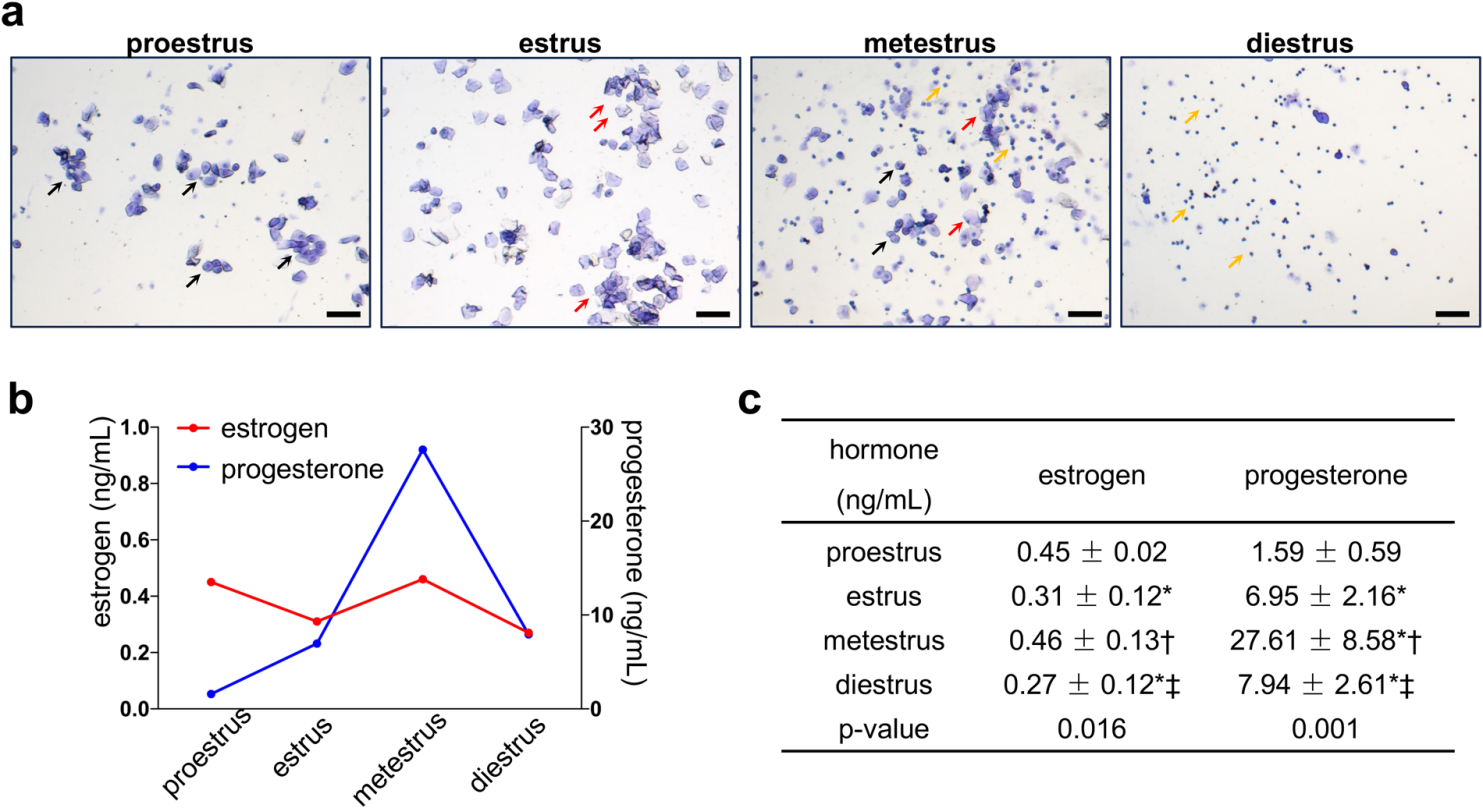
Mouse estrous cycle validation. (**a**) Vaginal smears depicting stages of the estrous cycle. Black arrows denote nucleated epithelial cells, red arrows indicate cornified epithelial cells, and yellow arrows represent leukocytes. Scale bars = 100 $${\rm{\mu }}$$ m. (**b**,**c**) Ovarian hormone concentrations during the estrous cycle. Values are presented as means ± SD. *Statistically different from proestrus; †statistically different from estrus; ‡ statistically different from metestrus.

We measured serum concentrations of estrogen and progesterone to determine the stage of the estrous cycle. On the day of sacrifice, following confirmation of the estrous cycle stage via vaginal smear, the mice were anesthetized. Blood samples were then collected and centrifuged at 1000 g at 4 °C for 20 min. The resulting supernatant was stored at −80 °C for subsequent analysis of serum 17β-estradiol and progesterone levels using ELISA (Westang, Shanghai, China) (Table S1, see Supplementary Information document). Differences in hormone levels among groups were evaluated using one-way analysis of variance (ANOVA) with post-hoc Tukey’s HSD tests for pairwise comparisons in SPSS software (SPSS Statistics 29). Statistical significance was defined as an adjusted p-value less than 0.05. Estrogen levels are higher during proestrus and metestrus, and lower during estrus and diestrus (Fig. 2b,c). Progesterone levels begin to increase from proestrus, peak during metestrus, and then decline (Fig. 2b,c). Both vaginal smears and hormone levels validated the accuracy of our estrous cycle determinations.

After confirming the estrous cycle and collecting blood samples, the inguinal subcutaneous fat was harvested from the mice. Specifically, the midline of the abdomen was incised longitudinally, the skin was bluntly separated from the intermuscular space, and the inguinal fat pads were exposed and isolated. Adipose tissue samples were immediately placed in liquid nitrogen and transferred to a −80 °C freezer for storage until analysis. Cervical dislocation was performed to euthanize the mice after sampling. All samples were sent on dry ice to Shanghai Xuran Biotech (Shanghai, China) for RNA extraction, library construction, and sequencing.

### RNA sequencing

Total RNA was extracted from 20 adipose tissue samples using TRIzol reagent (Invitrogen, California, USA) as per the manufacturer’s protocol. RNA integrity was evaluated using agarose gel electrophoresis, and only high-quality RNA (28S:18S ≥ 1.5) was used for cDNA library construction (Figure S1, see Supplementary Information document). Specifically, the mRNA was first enriched using magnetic oligo (dT) beads (Thermo Fisher Scientific, Massachusetts, USA) and fragmented. Subsequently, mRNA was used to synthesize cDNA using the VVAHTS® Universal V8 RNA-seq Library Prep Kit for Illumina (NR605-0, Vazyme, China), and cDNA was purified using AMPure XP beads (Beckman Coulter, California, USA) and enriched using PCR for 15 cycles to generate the final cDNA library. Finally, sequencing was performed on the Illumina NovaSeq 6000 platform (Illumina, California, USA) with the 150 bp paired-end sequencing strategy.

### Quality control and gene expression level analysis

Twenty RNA-seq datasets of mouse adipose tissue, from proestrus to diestrus, were obtained, including five biological replicates per stage. These datasets contained a combined total of 168.86 gigabases (Gb) of raw data, averaging 8.44 Gb per sample (Table 1). 

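Inguinal subcutaneous fat is a white adipose depot that in female mice also holds mammary epithelium and a lymph node. One library of polyadenylated RNA was made from each of 20 mice, 5 at proestrus, 5 at estrus, 5 at metestrus and 5 at diestrus. By the paper's Table 1 the median number of clean reads per library was 54365052 at proestrus (range 49604020 to 61377900), 58107392 at estrus (51579276 to 63335692), 51330770 at metestrus (50202410 to 54834284) and 54680738 at diestrus (51706976 to 63885482). The values analysed here are the authors' FPKM, which are already scaled to gene length and to the fragments of each library. Read counts were not used here, and whole reads could not be recovered from the FPKM. The authors trimmed reads with Skewer and aligned them to the mouse genome GRCm38 with STAR. The paper names HTSeq for counting, and the submitters' processing notes name StringTie and list hg38 beside GRCm38. All of the 35841 gene identifiers are mouse identifiers, and 35766 of them are in the GENCODE M21 annotation, which gave the names and coordinates used here.
Genes were tested on log2(FPKM + 1) with limma when they reached 1 FPKM in at least 5 libraries, which left 13987 genes. The 4 stages were compared in 6 pairs, later minus earlier, with Benjamini-Hochberg adjustment at 0.05. Changes are given on the log2(FPKM + 1) scale, which understates the change of genes at low FPKM. FPKM are shares of a library, so a gene group that takes a larger share lowers the values of the others. The 10 genes with the highest FPKM together took 28.7% ± 2.36 of the FPKM of a library (SD, n = 20).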

We employed Skewer software (v0.2.2) to remove splice fragments and low-quality sequences from the 3′ end of the sequencing data. Following the filtering of reads based on quality and length, we retained a total of 163.57 Gb of high-quality data, averaging 8.18 Gb per sample (Table 1). Quality control analysis of the preprocessed data was conducted using FastQC (v0.11.5). Subsequently, high-quality clean reads were aligned to the reference genome (Genome Reference Consortium Mouse Build 38, GRCm38) using STAR (v2.5.3a), achieving an average mapping ratio of 94.03% (Table 1). HTSeq (v0.11.1) was employed to determine gene expression levels, generating read counts for each gene across all samples. The fragments per kilobase of transcript per million fragments mapped (FPKM) metric was used to quantify gene expression levels. 

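Mitochondrial transcripts and adipocyte genes had the highest levels in the fat pads at each stage. The mitochondrial genes other than those of tRNAs took 29.1% ± 2.09 of the FPKM at proestrus, 27.3% ± 1.88 at estrus, 26.3% ± 3.04 at metestrus and 27.8% ± 2.59 at diestrus (SD, n = 5 mice per stage), and the stages did not differ in this share by more than the mice did (permutation test, p = 0.369). The most abundant was mt-Co1, a subunit of cytochrome c oxidase, at 24947 FPKM on average. Outside the mitochondrial genome and its copies, Cfd, which encodes the adipokine adipsin, had a mean of 7839 FPKM and Scd1, a desaturase that makes monounsaturated fatty acids, a mean of 7065 FPKM. Of 19 adipocyte identity genes, 0 differed among the 4 stages by the F test of limma (4 at an unadjusted p under 0.05, and 2 when adjusted over the list alone). From metestrus to diestrus 2 of them, Pck1 and Cidec, fell (log2 change -1.94 and -1.02, adjusted p = 0.0306 and 0.0282), and these calls ended in 5 and 6 of the 20 fits that each left out 1 library (adjusted p = 0.0569 to 0.108), with no filter on low values (0.0935 and 0.0886) and on the 10 libraries of the 2 stages alone (0.105 and 0.116). Adipoq, the gene of adiponectin, was at 1340 ± 131 FPKM at proestrus, 1611 ± 372 at estrus, 1748 ± 357 at metestrus and 1411 ± 373 at diestrus (SD, n = 5, adjusted p = 0.777). The adjusted p of the same test was 0.678 for Lep, 0.53 for Pparg, 0.991 for Lipe and 0.965 for Pnpla2. Among the 10 genes with the highest levels, 4 are unprocessed pseudogenes on chromosome 1 of GRCm38 that copy mitochondrial genes, between positions 24613189 and 24616197. Gm28437 (9031 FPKM) had the level of mt-Co3 (9032 FPKM), and how reads were assigned within such pairs was not tested.
Each library had 23272 to 27323 genes above 0 FPKM. The mean was 25250 ± 1550 at proestrus, 25570 ± 1080 at estrus, 24580 ± 1080 at metestrus and 24970 ± 1010 at diestrus (SD, n = 5), and the stages did not differ by more than the mice did (permutation test, p = 0.605). Over the 5 mice of a stage, 31453 genes were above 0 at proestrus, 31707 at estrus, 30409 at metestrus and 30755 at diestrus. Genes above 0 at a single stage numbered 1088 at proestrus, 1166 at estrus, 725 at metestrus and 822 at diestrus, and 948, 1020, 669 and 734 of these were seen in 1 library. Of all genes above 0, 18385 are protein-coding, 6066 are long non-coding and 5016 are processed pseudogenes. A level of 1 FPKM or more in at least 1 library was reached by 15900 genes.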

A total of 35841 mRNAs were expressed (FPKM > 0) in fat samples, with variations in mRNA quantities observed across the four stages. Correlation analysis was conducted to assess the reproducibility of the biological replicates. Principal component analysis (PCA) was conducted to reduce the dimensionality of the data and the results were visualized through two-dimensional scatter plots using RStudio (v 2023.06.2 Build 561).

**Table 1:** Overview of RNA-seq data.

Sample	Raw reads	Clean reads	Raw bases (Gb)	Clean bases (Gb)	Q20% (%)	Q30% (%)	GC% (%)	Mapped ratio (%)
proestrus-1	55242920	54365052	8.34	8.04	96.70	92.20	46.50	93
proestrus-2	52220598	51527204	7.89	7.62	97.25	93.25	46.50	95
proestrus-3	50118318	49604020	7.57	7.35	97.10	92.90	47	94.10
proestrus-4	60038348	59084784	9.07	8.78	96.85	92.50	46	93.60
proestrus-5	62171092	61377900	9.39	9.08	97.25	93.10	46	94.80
estrus-1	63542826	62634704	9.59	9.24	96.85	92.70	46.50	93.50
estrus-2	52149774	51579276	7.87	7.62	97.35	93.45	46	94.50
estrus-3	63974910	63335692	9.66	9.40	97.15	93	46	94
estrus-4	58790668	58107392	8.88	8.59	97.10	92.95	46	94
estrus-5	57979766	57172442	8.75	8.45	97	92.90	46	93.20
metestrus-1	50748074	50202410	7.66	7.45	97.30	93.25	47	94.30
metestrus-2	51494806	50959258	7.78	7.56	97.40	93.40	47	94.80
metestrus-3	55467816	54834284	8.38	8.14	97.10	93	46.50	93.80
metestrus-4	51855352	51330770	7.83	7.60	97.25	93.25	46.50	93.60
metestrus-5	52201666	51537622	7.88	7.63	97.10	93	47	94.10
diestrus-1	55652992	54924730	8.40	8.13	96.95	92.80	46.50	93
diestrus-2	64557018	63885482	9.75	9.45	97.45	93.55	47	95.20
diestrus-3	52476110	51895810	7.92	7.69	97.30	93.30	46.50	94.30
diestrus-4	55336078	54680738	8.36	8.08	97.15	93.10	46	93.80
diestrus-5	52249884	51706976	7.89	7.68	97.20	93.25	46	93.90

## Data Records

The RNA-seq raw data reported in this paper have been deposited in the Genome Sequence Archive (Genomics, Proteomics & Bioinformatics 2021) in National Genomics Data Center (Nucleic Acids Res 2022), China National Center for Bioinformation/Beijing Institute of Genomics, Chinese Academy of Sciences (GSA: CRA014866) that are publicly accessible at https://ngdc.cncb.ac.cn/gsa^30^. The FPKM data from the RNA-seq have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE275383 (https://identifiers.org/geo:GSE275383)^31^. Releases are made under the CC0 license (https://creativecommons.org/licenses/by/4.0/).

## Technical Validation

### Sequencing quality control

Sequencing read quality was determined using FastQC, and the base ratios of Q20, Q30, and GC were calculated (Table 1). The average Q20% and Q30% values were 97.14% and 93.04%, respectively. The GC% ranged between 46% to 47% in all samples (Table 1). Moreover, the mean quality scores for each read position in every mRNA sample surpassed 30, indicating high quality (Fig. 3, Figure S2, see Supplementary Information document). These findings suggest that the sequencing data meet the requisite quality standards for subsequent analyses.

**Fig. 3:**
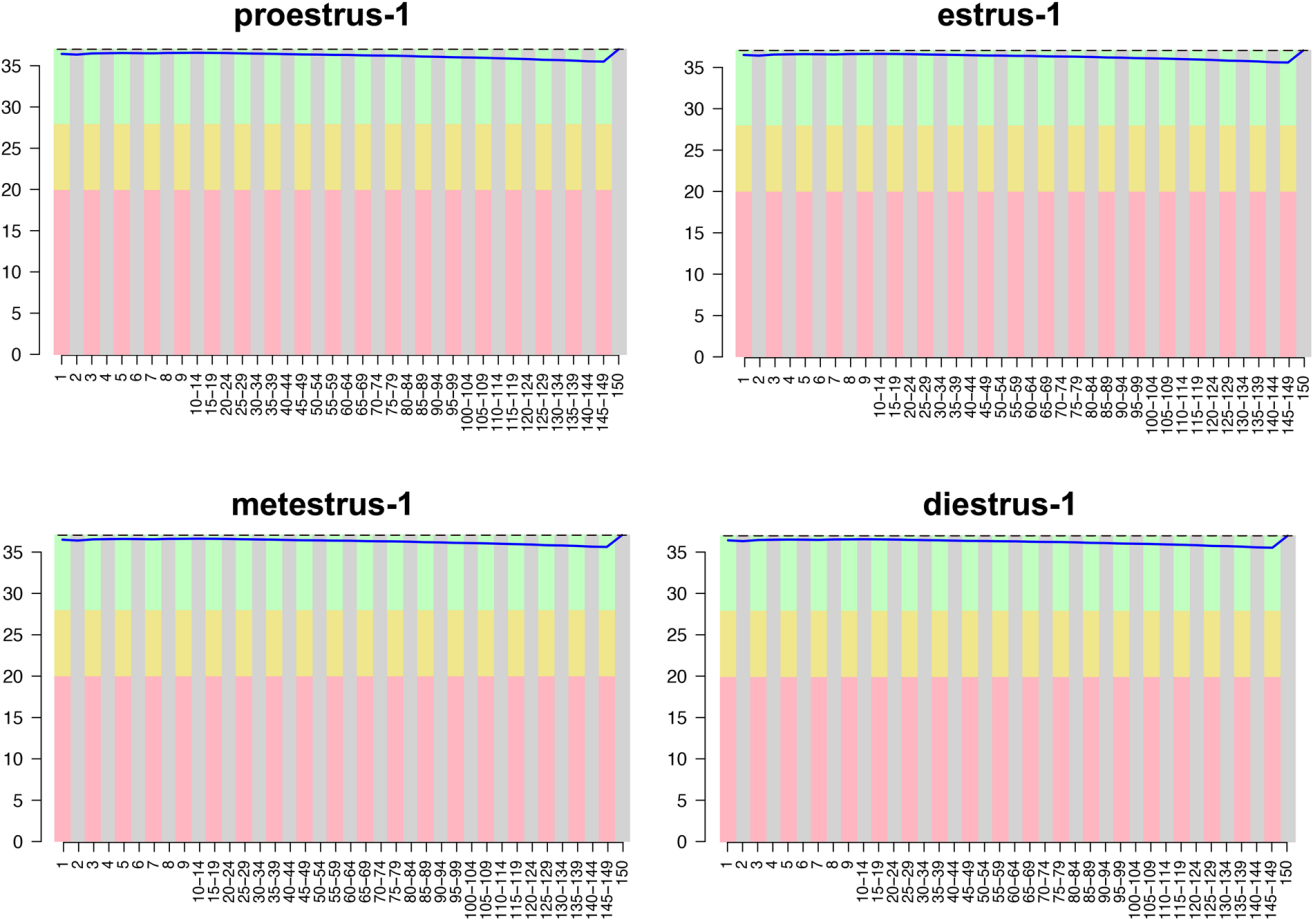
Sequencing quality score plots. The x-axis indicates the base position in the sequence, while the y-axis represents the corresponding quality scores.

### Reproducibility assessment

To assess the reproducibility of the biological replicates, correlation analysis and PCA were performed. 

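Genes of lymphocytes and of muscle differed widely between the fat pads. Cd79a, a part of the B cell receptor, ranged from 0.0306 FPKM in metestrus-4 to 97.6 FPKM in estrus-3. Cd3g, a part of the T cell receptor, ranged from 0.158 FPKM in proestrus-2 to 24.3 FPKM in estrus-3. Actn3, a gene of fast muscle fibres, reached 553.9 FPKM in metestrus-3, with a median of 0.631 FPKM over the 20 libraries, and Eno3, the muscle enolase, reached 340.4 FPKM in the same library against a median of 6.77.
Pearson's correlation over all 35841 genes on log2(FPKM + 1) lay between 0.933 and 0.989 for the 190 pairs of libraries. It is a correlation across genes, and genes are not independent replicates. The mean was 0.972 for pairs of the same stage and 0.972 for pairs of different stages, with a difference of -0.000148 (permutation of the stage labels, p = 0.458). Within a stage the mean was 0.972 at proestrus, 0.969 at estrus, 0.969 at metestrus and 0.977 at diestrus, over 10 pairs each. The mean correlation with the own stage was the higher one in 13 of 20 libraries. The closest library was of the own stage in 9 of 20 (permutation p = 0.031; 0.0553 to 0.122 in 11 of the 20 fits that each left out 1 library), in 10 with the filter on low values (p = 0.0123), in 10 with a pseudocount of 0.1 (p = 0.0126), in 7 with Spearman's correlation (p = 0.145) and in 3 on FPKM without a log (p = 0.762). The lowest mean correlation with the other libraries, 0.957, was that of metestrus-3.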

The correlation heatmap revealed higher correlation coefficients among the majority of biological replicates (Fig. 4a). Additionally, PCA illustrated that most biological replicates clustered together, while distinct separations were observed between each pair of stages (Fig. 4b). These findings strongly support the validity and reliability of our study’s data.

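On log2 values that were not scaled by gene, lymphocyte genes made up the largest difference among the fat pads, and no difference between the stages was found in it. The first principal component (PC1) of log2(FPKM + 1) over all genes held 38.4% of the variance. The 32 genes of B, plasma, T and NK cells all had positive loadings on it, with a median at the 99.7th percentile of absolute loadings, and the 19 adipocyte identity genes all had negative ones. The mean log2(FPKM + 1) of the lymphocyte genes lay between 0.609 and 2.05 in 8 libraries and between 2.86 and 4.83 in 12, with a gap between. Of the 8 libraries, 1 was taken at proestrus, 3 at estrus, 2 at metestrus and 2 at diestrus. Stage accounted for 2.99% of the variance of this component (permutation test, p = 0.915, adjusted over 4 components p = 0.915).
PC4, with 6.9% of the variance, separated metestrus from the other stages. Its scores were 20.4 ± 7.69 at metestrus, -8.87 ± 5.87 at proestrus, -3.04 ± 8.48 at estrus and -8.48 ± 6.85 at diestrus (SD, n = 5), and stage accounted for 77.2% of its variance (permutation test, p = 6e-05, adjusted p = 0.00024). For PC2 the share was 17.6% (permutation test, adjusted p = 0.716) and for PC3 11.1% (permutation test, adjusted p = 0.848).
By the distances between libraries over all genes, rather than on PC1 and PC2, no test of the 6 pairs of stages passed. The ratio of the variation between stages to that within them was 0.929 for proestrus and estrus, 0.832 for estrus and metestrus, 1.19 for metestrus and diestrus, 0.7 for diestrus and proestrus, 1.13 for proestrus and metestrus and 0.867 for estrus and diestrus (exact permutation tests, p = 0.278 to 0.675, adjusted p = 0.571 to 0.675). With each gene scaled to unit variance PC1 held 18.2% of the variance. A comparison chosen after the results were seen gave a Pearson correlation with the lymphocyte score, without its sign, of 0.642 for this scaled PC1 and 0.719 for the scaled PC2, against 0.971 for the unscaled PC1. The paper states that most replicates clustered by stage in its principal component analysis, with separations between the stages, and takes this and the correlation heatmap as evidence of reliable data.

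**Figure D1:**
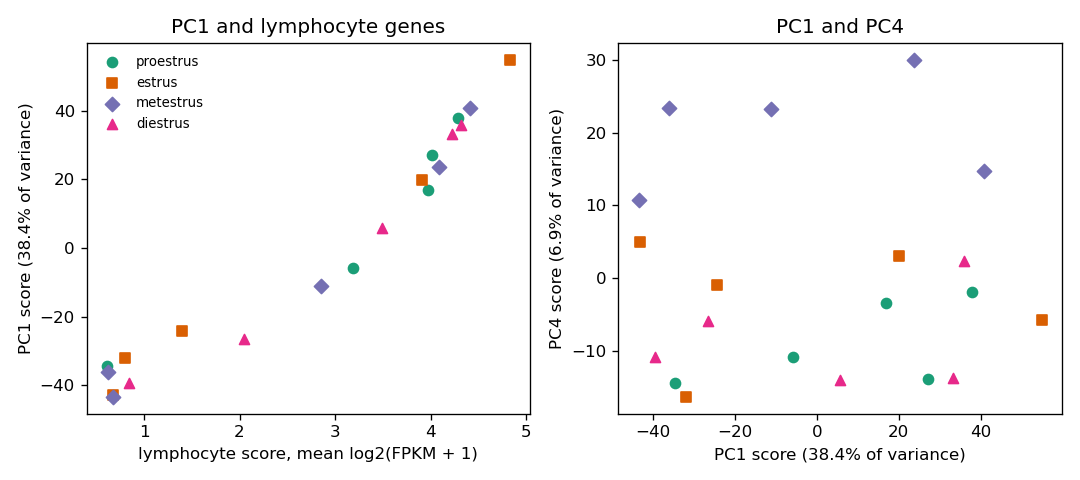
Left, PC1 score against the mean log2(FPKM + 1) of B, plasma, T and NK cell genes. Right, PC1 and PC4 scores. Each point is 1 of 20 libraries, with shape and colour for its stage. Libraries of each stage lie at both ends of PC1, and the 5 metestrus libraries have the highest PC4 scores.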

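Genes that respond to glucocorticoids were higher at metestrus. Fkbp5, a co-chaperone of the glucocorticoid receptor (chromosome 17, 28399094 to 28517527), was at 27.5 ± 10.0 FPKM at metestrus against 4.81 ± 2.62 at proestrus, 5.37 ± 2.12 at estrus and 4.22 ± 2.54 at diestrus (SD, n = 5). It rose by 2.14 on the log2 scale from estrus to metestrus (standard error 0.34, adjusted p = 0.00979 from limma). Pdk4, a kinase that inhibits pyruvate dehydrogenase (chromosome 6, 5483351 to 5496309), rose from 23.3 ± 7.72 FPKM at estrus to 104.5 ± 27.5 at metestrus (log2 change 2.14, standard error 0.30, adjusted p = 0.00421). Slc35e4, a member of a family of nucleotide sugar transporters (chromosome 11, 3907021 to 3914664), went from 3.05 FPKM to 10.1 (log2 change 1.47, adjusted p = 0.000263), and Arrdc3, an arrestin-domain gene (chromosome 13, 80883384 to 80896042), from 11.1 to 37.1 FPKM (log2 change 1.69, adjusted p = 0.00979). Rasd1, a Ras-like gene named for its induction by dexamethasone (chromosome 11, 59963181 to 59964944), fell from 56.3 to 18.3 FPKM (log2 change -1.58, adjusted p = 0.00979).
Of 15 glucocorticoid-responsive genes, 4 (Fkbp5, Tsc22d3, Pdk4 and Cdkn1a) rose from estrus to metestrus and 0 fell (12 rose when adjusted over the list alone), with a median change of 0.98. From proestrus to metestrus 9 rose (13 when adjusted over the list alone), with a median of 1.31. The calls of Pdk4, Klf9, Mt2 and Cdkn1a among these ended in 12, 6, 5 and 5 of the 20 fits that each left out 1 library (highest adjusted p 0.141, 0.0787, 0.0783 and 0.0647). The set test with a preset correlation called the list in both comparisons (camera, adjusted p = 4.67e-23 and 1.16e-21), and both held at adjusted p = 0.00398 with an estimated correlation. The list shares Fkbp5, Zbtb16 and Klf9 with the list of progesterone-responsive genes and Per1 with that of clock genes. The paper gives no glucocorticoid levels, so a response to glucocorticoids itself was not tested. Tsc22d3, the glucocorticoid-induced leucine zipper (chromosome X, 140539528 to 140600659), was at 71.0 FPKM at metestrus against 19.4 at proestrus (log2 change 1.89, adjusted p = 0.00282). Its rise from estrus (log2 change 1.70, adjusted p = 0.0166) was lost without estrus-2, estrus-5, metestrus-4 or metestrus-5 (adjusted p = 0.057 to 0.0648), without a filter on low values (0.0502) and on the 10 libraries of the 2 stages (0.114). That of Cdkn1a, an inhibitor of the cell cycle (adjusted p = 0.0286), was lost without estrus-2, -3, -4 or -5 or metestrus-1, -4 or -5 (adjusted p = 0.0577 to 0.107), with no filter on low values (0.0858) and on the 10 libraries (0.0941). The 11 heat shock genes, which encode chaperones, had a median change of 0.41 from estrus to metestrus, with 0 called over all genes by limma, 5 at an unadjusted p under 0.05 and 5 when adjusted over the list alone (camera, adjusted p = 1.55e-10; adjusted p = 0.00833 with an estimated correlation). The thermogenesis genes had a median of 0.56, with 0 called over all genes by limma, 6 at an unadjusted p under 0.05 and 2 when adjusted over the list alone (camera, adjusted p = 9.3e-09; adjusted p = 0.282 with an estimated correlation).
From estrus to metestrus 31 genes changed, 24 up and 7 down, and 28 of them had no overlap between the libraries of the stages (over all genes tested 234 had none, or 1.67%, where chance gives 0.794%). From proestrus to metestrus 123 changed, 83 up and 40 down. The first count was 9 without metestrus-4, 10 without metestrus-5, 13 without estrus-5, 14 without estrus-4, 16 without estrus-2 or metestrus-1, 20 without proestrus-5, 47 without proestrus-1 and 56 without metestrus-2, and it was 165 with array weights and 8 on the 10 libraries of the 2 stages. The second was 53 without proestrus-3 or metestrus-4, 58 without proestrus-4, 64 without metestrus-5, 74 without proestrus-5 and 329 without proestrus-2, and it was 494 with array weights.

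**Figure D2:**
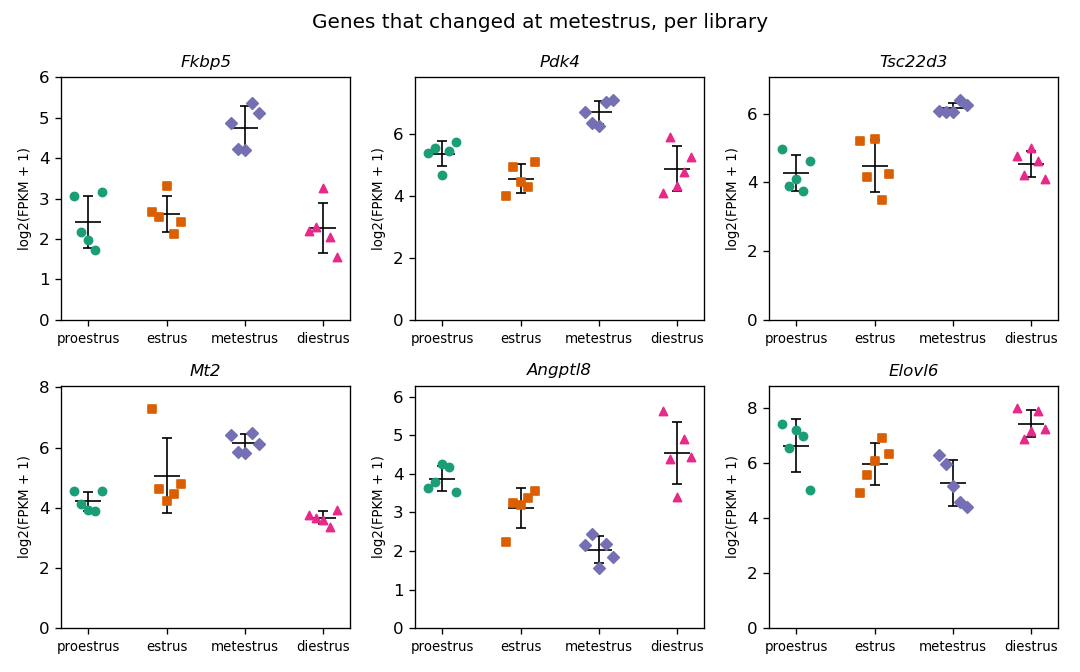
Expression of 6 genes as log2(FPKM + 1) in each library by stage, with the mean and SD of 5 mice as bars. Fkbp5, Pdk4 and Tsc22d3 are higher in each metestrus library than in any other, and Mt2 has 1 high library at estrus.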

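From metestrus to diestrus glucocorticoid-responsive genes fell, and Angptl8 and Oxtr rose. Angptl8, a feeding-induced inhibitor of lipoprotein lipase (chromosome 9, 21835510 to 21837347), rose from 3.19 ± 0.959 to 25.3 ± 14.4 FPKM (SD, n = 5, log2 change 2.51, standard error 0.32, adjusted p = 0.000723 from limma). Oxtr, the oxytocin receptor (chromosome 6, 112473683 to 112489943), rose from 10.9 ± 2.60 to 41.6 ± 6.93 FPKM (log2 change 1.86, standard error 0.31, adjusted p = 0.00694). The metallothioneins Mt1 and Mt2, which bind zinc, fell by 1.71 and 2.47 on the log2 scale (adjusted p = 0.00331 and 0.00694), and Ddit4, an inhibitor of mTORC1, fell by 2.02 (adjusted p = 0.012). Fkbp5 and Pdk4 fell by 2.49 and 1.82 (adjusted p = 0.00111 and 0.00694).
Of the 15 glucocorticoid-responsive genes 8 fell (15 when adjusted over the list alone), with a median change of -0.99 (camera, adjusted p = 1.16e-21; adjusted p = 0.00398 with an estimated correlation). Of 23 genes of cholesterol synthesis and uptake 3 (Fdps, Nsdhl and Lss) rose (16 when adjusted over the list alone), with a median of 0.64 (camera, adjusted p = 5.24e-16; adjusted p = 0.265 with an estimated correlation). Of 20 genes of fatty acid and triglyceride synthesis 3 rose and 1, Lpin1, fell (11 and 1 when adjusted over the list alone), with a median of 0.70 (camera, adjusted p = 8.75e-09; adjusted p = 0.469 with an estimated correlation). The 3 that rose were Elovl6, Acaca and Me1 (adjusted p = 0.0268, 0.0339 and 0.0474). Their calls ended in 4, 7 and 12 of the 20 fits that each left out 1 library, all 3 of them without metestrus-4, metestrus-5, diestrus-1 or diestrus-4, and with no filter on low values (adjusted p = 0.0771, 0.0962 and 0.114). Elovl6, an elongase of fatty acids (chromosome 3, 129532355 to 129638495), went from 43.5 to 180.2 FPKM (log2 change 2.15, adjusted p = 0.0268). Ppp1r3b, which targets a phosphatase to glycogen, rose by 2.00 (adjusted p = 0.0214), and Fdps and Nsdhl of cholesterol synthesis rose by 1.18 and 0.91 (adjusted p = 0.0202 and 0.0262). The calls of these last 4 genes ended without metestrus-4, metestrus-5, diestrus-1 or diestrus-4 (adjusted p = 0.0513 to 0.101), and that of Lpin1 (adjusted p = 0.0202) without metestrus-4, metestrus-5, diestrus-2 or diestrus-4 (adjusted p = 0.0533 to 0.0828). With no filter on low values these 5 calls ended too (adjusted p = 0.0553 to 0.0771), as did those of Ppp1r3b, Fdps, Nsdhl and Lpin1 on the 10 libraries of the 2 stages (adjusted p = 0.0631 to 0.089). Lss, named after its values were seen, had an adjusted p of 0.0475. Its call held without proestrus-5, estrus-1 or diestrus-3 and ended without each of the other 17 libraries (adjusted p = 0.0503 to 0.13).
In all 173 genes changed, 56 up and 117 down, and 141 had no overlap between the libraries of the stages (over all genes tested 455 had none, or 3.25%, where chance gives 0.794%). The count was 43 without metestrus-4, 53 without metestrus-5 or diestrus-1, 71 without diestrus-4, 97 without diestrus-2, 112 without diestrus-5 and 276 without diestrus-3, and it was 1035 with array weights.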

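Genes with high expression at proestrus fell by estrus. Aoc1, the diamine oxidase that degrades histamine (chromosome 6, 48872896 to 48909188), was at 6.61 ± 2.55 FPKM at proestrus and 0.195 ± 0.209 at estrus (SD, n = 5, log2 change -2.62, standard error 0.26, adjusted p = 0.000104 from limma). Mmd2, a progestin and adipoQ receptor family member (chromosome 5, 142562358 to 142608800), was at 10.3 ± 5.65 and 0.490 ± 0.362 FPKM (log2 change -2.83, standard error 0.33, adjusted p = 0.000284). Tmem86a, a lysoplasmalogenase (chromosome 7, 47050601 to 47054777), and Ptpn5, a tyrosine phosphatase (chromosome 7, 47077795 to 47133684), fell by 1.36 and 1.29 (adjusted p = 0.000188 for both). Cxcl15, a chemokine gene (chromosome 5, 90794534 to 90803067), went from 38.2 to 11.7 FPKM (log2 change -1.78, adjusted p = 0.00965, and 0.109 on the 10 libraries of the 2 stages alone).
Gpx3, an extracellular glutathione peroxidase (chromosome 11, 54902453 to 54910377), went from 1300 ± 290 to 388 ± 82.3 FPKM (log2 change -1.74, adjusted p = 0.0168), a call that ended without proestrus-3, proestrus-5, estrus-3 or estrus-5 (adjusted p = 0.0518 to 0.075). Oxtr went from 60.4 ± 18.5 to 20.0 ± 15.3 FPKM (log2 change -1.74, adjusted p = 0.0187), a call that ended without proestrus-3, proestrus-5, estrus-2, estrus-3 or estrus-5 (adjusted p = 0.0545 to 0.0799) and on the 10 libraries of the 2 stages alone (0.364). Igfbp3, an IGF-binding protein (chromosome 11, 7206086 to 7213923), was the 1 gene that rose, from 8.71 ± 1.60 to 16.8 ± 1.73 FPKM (log2 change 0.89, adjusted p = 0.0394). Its call ended in 13 of 20 fits that each left out 1 library, namely proestrus-1, -3, -4 and -5, each estrus library, metestrus-3, -4 and -5 and diestrus-3 (adjusted p = 0.0515 to 0.131), and with no filter on low values (0.0784), with array weights (0.0777) and on the 10 libraries (0.063).
In all 20 genes changed from proestrus to estrus, 1 up and 19 down, and 19 had no overlap between the libraries (over all genes tested 103 had none, or 0.736%, where chance gives 0.794%). The count was 11 without estrus-3, 12 without proestrus-5 or estrus-5 and 46 without proestrus-2, and 7 on the 10 libraries of the 2 stages alone. From diestrus to proestrus 2 genes rose, Aoc1 and Tmem86a (log2 change 1.67 and 0.98, adjusted p = 0.0353 for both). These calls ended in 14 and 12 of the 20 fits that each left out 1 library (adjusted p = 0.0549 to 0.184), and the number of calls lay between 0 and 4. From estrus to diestrus limma called 0 genes, with 850 at an unadjusted p under 0.05, 8 genes with array weights, 6 without estrus-1 and 1 without metestrus-1. Of 13 estrogen-responsive genes 0 changed from proestrus to estrus over all genes in limma, with 5 at an unadjusted p under 0.05, and 2 fell when adjusted over the list alone, with a median change of -0.16. The receptor genes Esr1 (5.59, 7.99, 6.76 and 6.39 FPKM from proestrus to diestrus) and Pgr (10.8, 4.55, 5.45 and 7.29) did not pass the F test among the 4 stages (adjusted p = 0.697 and 0.153). In the same test 103 genes passed, 184 without proestrus-2, 48 without metestrus-1, 38 without metestrus-4 and 36 without metestrus-5.

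**Figure D3:**
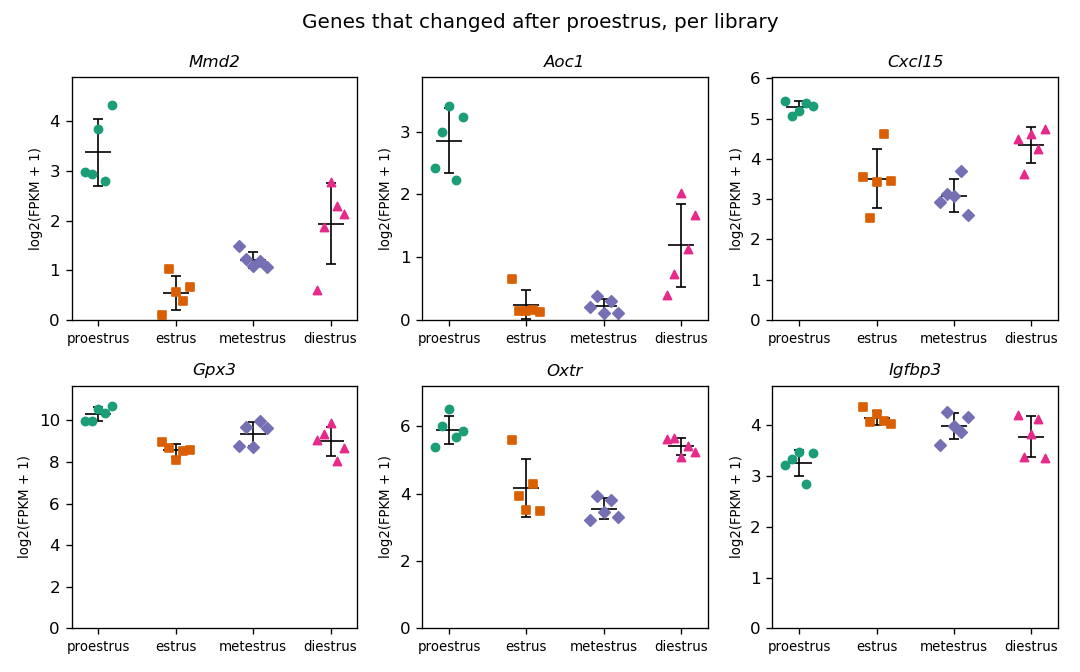
Expression of 6 genes as log2(FPKM + 1) in each library by stage, with the mean and SD of 5 mice as bars. Mmd2, Aoc1, Cxcl15 and Gpx3 have no overlap between proestrus and estrus, and Oxtr has 1 estrus library within the proestrus range.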

**Fig. 4:**
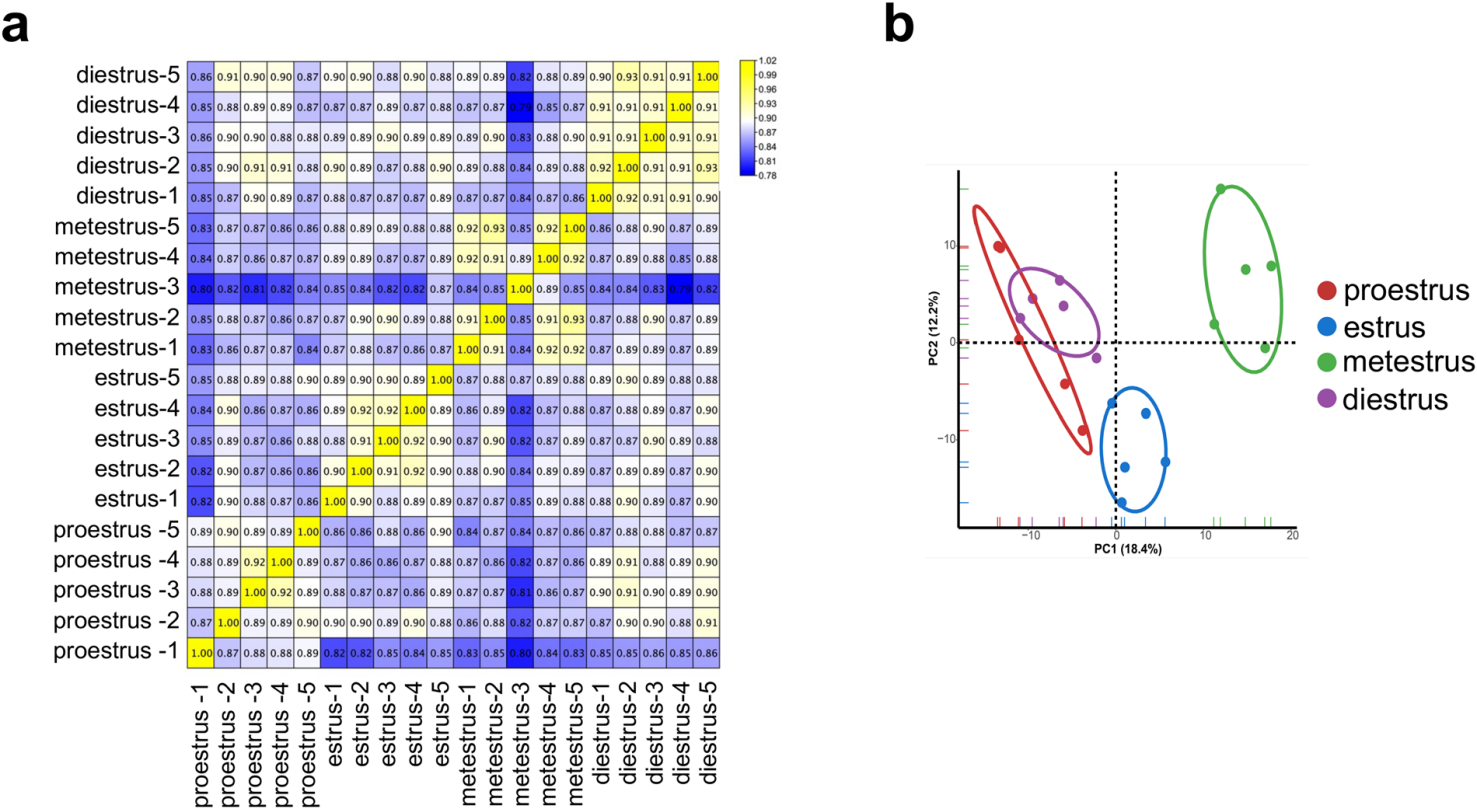
Assessment of reproducibility across biological replicates (n = 5/stage). (**a**) Correlation heatmap of 20 adipose tissue samples. (**b**) PCA of 20 adipose tissue samples.

## Supplementary information

Supplementary Information

## Data Availability

This study employed entirely open-source software, and no custom code was developed to analyze the presented data.

# Supplementary material for: Transcriptome dataset of mouse adipose tissue across estrous cycles
**Source:** Sci Data. 2024 Oct 5;11:1090. doi: 10.1038/s41597-024-03942-5
**Supplement:** Supplementary file 1 — Supplementary Information

Table of Contents

Supplementary Information	Title
Table S1	Individual weights and hormone levels of mice
Figure S1	RNA quality of each adipose tissue sample
Figure S2	Sequencing quality score plots

Table S1

Sample	Weight<br>(g)	Estrogen<br>(ng/mL)	Progesterone<br>(ng/mL)
proestrus-1	21.3	0.45	0.90
proestrus-2	22.7	0.46	1.52
proestrus-3	24.1	0.48	1.25
proestrus-4	20.9	0.44	1.82
proestrus-5	23.4	0.45	2.44
estrus-1	21.8	0.37	7.75
estrus-2	22.3	0.37	7.49
estrus-3	24.5	0.10	5.48
estrus-4	20.6	0.34	4.22
estrus-5	23.9	0.35	9.80
metestrus-1	24.2	0.28	35.96
metestrus-2	21.5	0.55	33.04
metestrus-3	22.9	0.58	26.63
metestrus-4	20.8	0.40	28.72
metestrus-5	23.1	0.51	13.71
diestrus-1	24.3	0.18	4.34
diestrus-2	21.2	0.18	7.28
diestrus-3	22.6	0.25	9.03
diestrus-4	23.8	0.29	7.60
diestrus-5	22.1	0.46	11.48

Table S1. Individual weights and hormone levels of mice.

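Body weight and the serum concentrations of estradiol and progesterone were measured in the same 20 mice that gave the libraries. Progesterone, secreted by the corpora lutea, was at 1.59 ± 0.586 ng/mL at proestrus, 6.95 ± 2.16 at estrus, 27.6 ± 8.58 at metestrus and 7.95 ± 2.61 at diestrus (SD, n = 5). Two-sided exact permutation tests of 12 comparisons gave adjusted p = 0.0159 for each pair of stages but estrus and diestrus (0.648), and in each pair with 0.0159 all mice of the stage with the higher mean lay above all of the other. Estradiol, secreted by the ovarian follicles, was at 0.456 ± 0.0152 ng/mL at proestrus, 0.306 ± 0.116 at estrus, 0.464 ± 0.123 at metestrus and 0.272 ± 0.115 at diestrus. The exact adjusted p was 0.0159 for proestrus and estrus, 0.116 for estrus and metestrus, 0.0714 for metestrus and diestrus, 0.068 for diestrus and proestrus, 0.929 for proestrus and metestrus and 0.762 for estrus and diestrus. Without metestrus-1 the exact adjusted p of estradiol was 0.0136 for estrus and metestrus and 0.0357 for metestrus and diestrus, and without diestrus-5 it was 0.0357 for metestrus and diestrus and 0.0159 for diestrus and proestrus. Body weight was 22.5 g at proestrus, 22.6 g at estrus, 22.5 g at metestrus and 22.8 g at diestrus (permutation test, p = 0.981).
Within stages, 0 genes had a slope on log2 progesterone or log2 estradiol at an adjusted p under 0.05 in limma. At an unadjusted p under 0.05 there were 119 genes for progesterone and 272 for estradiol, both fewer than the 699 that chance gives. With no filter on low values limma called 0 and 1. Of 10 progesterone-responsive genes 1, Fkbp5, rose from estrus to metestrus (2 when adjusted over the list alone), with a median change of 0.18 (camera, adjusted p = 0.00277; adjusted p = 0.368 with an estimated correlation).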

Figure S1

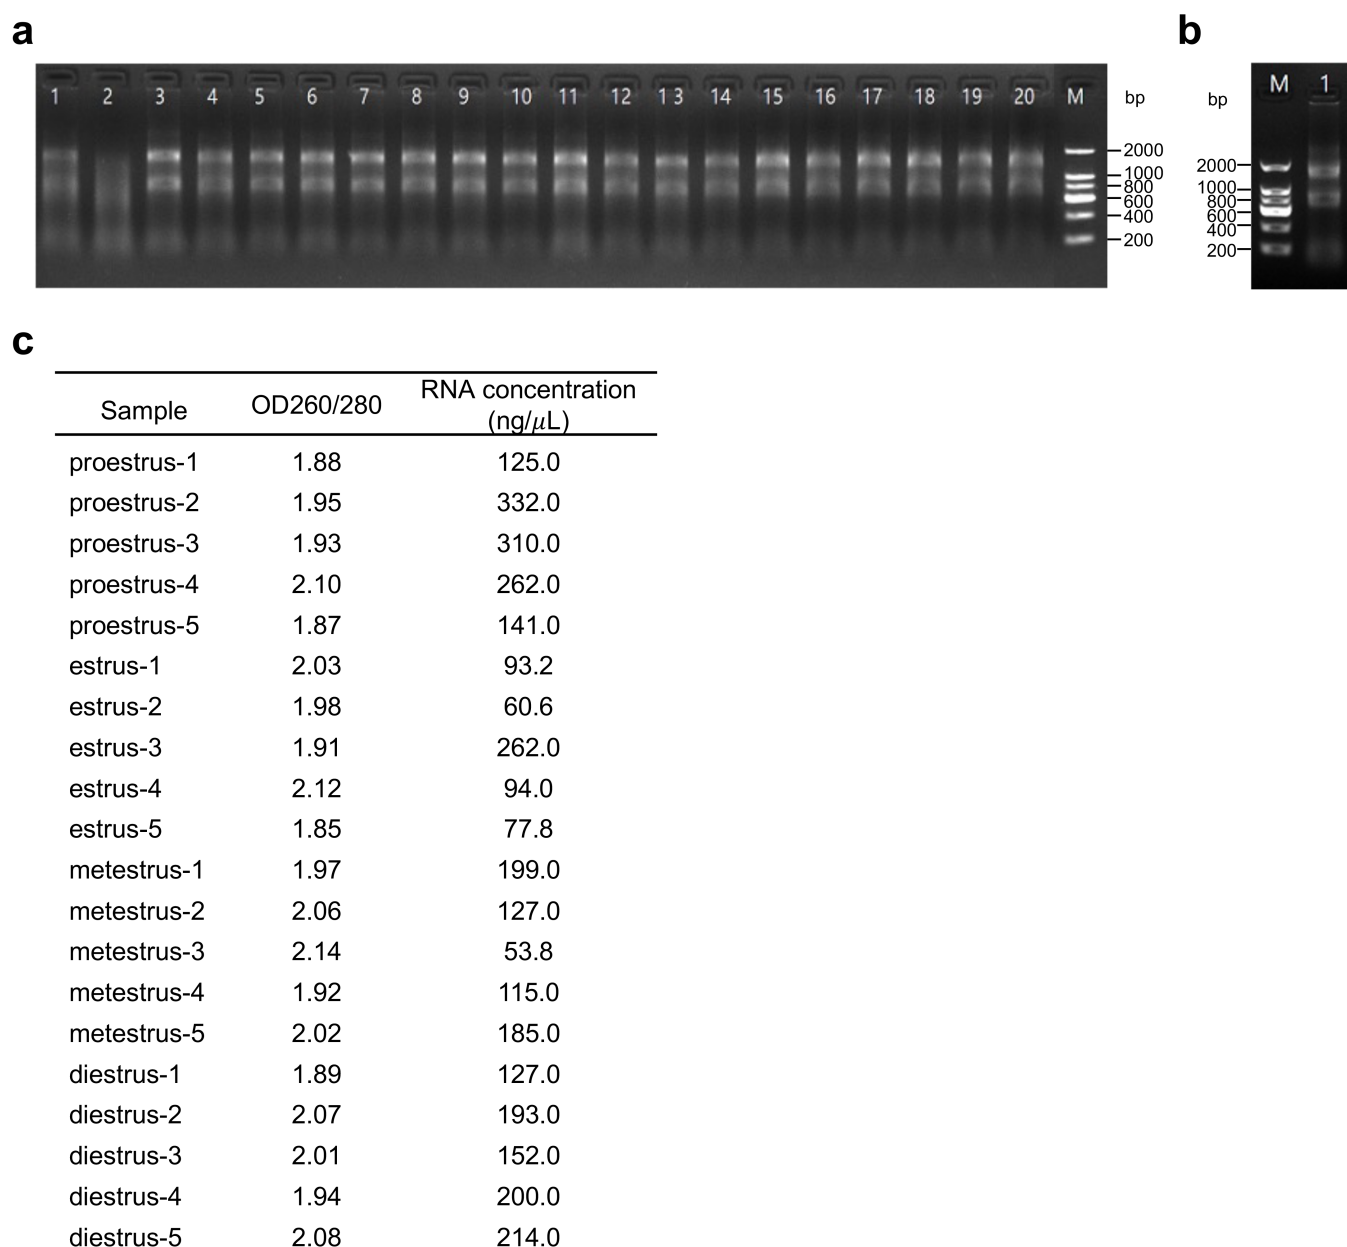

Figure S1. RNA quality of each adipose tissue sample. a. Agarose gel electrophoresis images for 20 adipose tissue samples. Samples 1 to 5 correspond to proestrus-1 to proestrus-5, samples 6 to 10 correspond to estrus-1 to estrus-5, samples 11 to 15 correspond to metestrus-1 to metestrus-5, and samples 16 to 20 correspond to diestrus-1 to diestrus-5. The RNA quality of the adipose tissue from proestrus-2 was insufficient for further experiments. Therefore, we used another portion of adipose tissue from the same animal, which had been stored at -80°C , and its agarose gel electrophoresis image is shown in b. c. OD260/280 ratio and RNA concentration for each sample.

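The proestrus-2 library lacked the lymphocyte transcripts of the other 4 proestrus libraries. It was not alone in this. Of the 8 libraries with a low mean log2(FPKM + 1) of lymphocyte genes (0.609 to 2.05), 1 was from proestrus, 3 from estrus, 2 from metestrus and 2 from diestrus. The mean log2(FPKM + 1) of the B and plasma cell genes was 0.684 in proestrus-2 and 3.65 to 4.63 in the others, and Cd79a was at 0.298 FPKM against 45.2 to 62.3. The keratin gene Krt8, a marker of luminal mammary epithelium, was at 140.9 FPKM in proestrus-2, within the range of the others (88.9 to 163.5), and the epithelial gene Epcam at 64.9 FPKM against 38.3 to 53.4. Its mean correlation was 0.960 with the other proestrus libraries and 0.970 with those of the other stages, and its closest library was estrus-4 (0.987). This library had 51527204 clean reads by the paper's Table 1. Its adipocyte identity genes had a mean log2(FPKM + 1) of 8.39, within the range of the other proestrus libraries (8.05 to 8.57).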

Figure S2

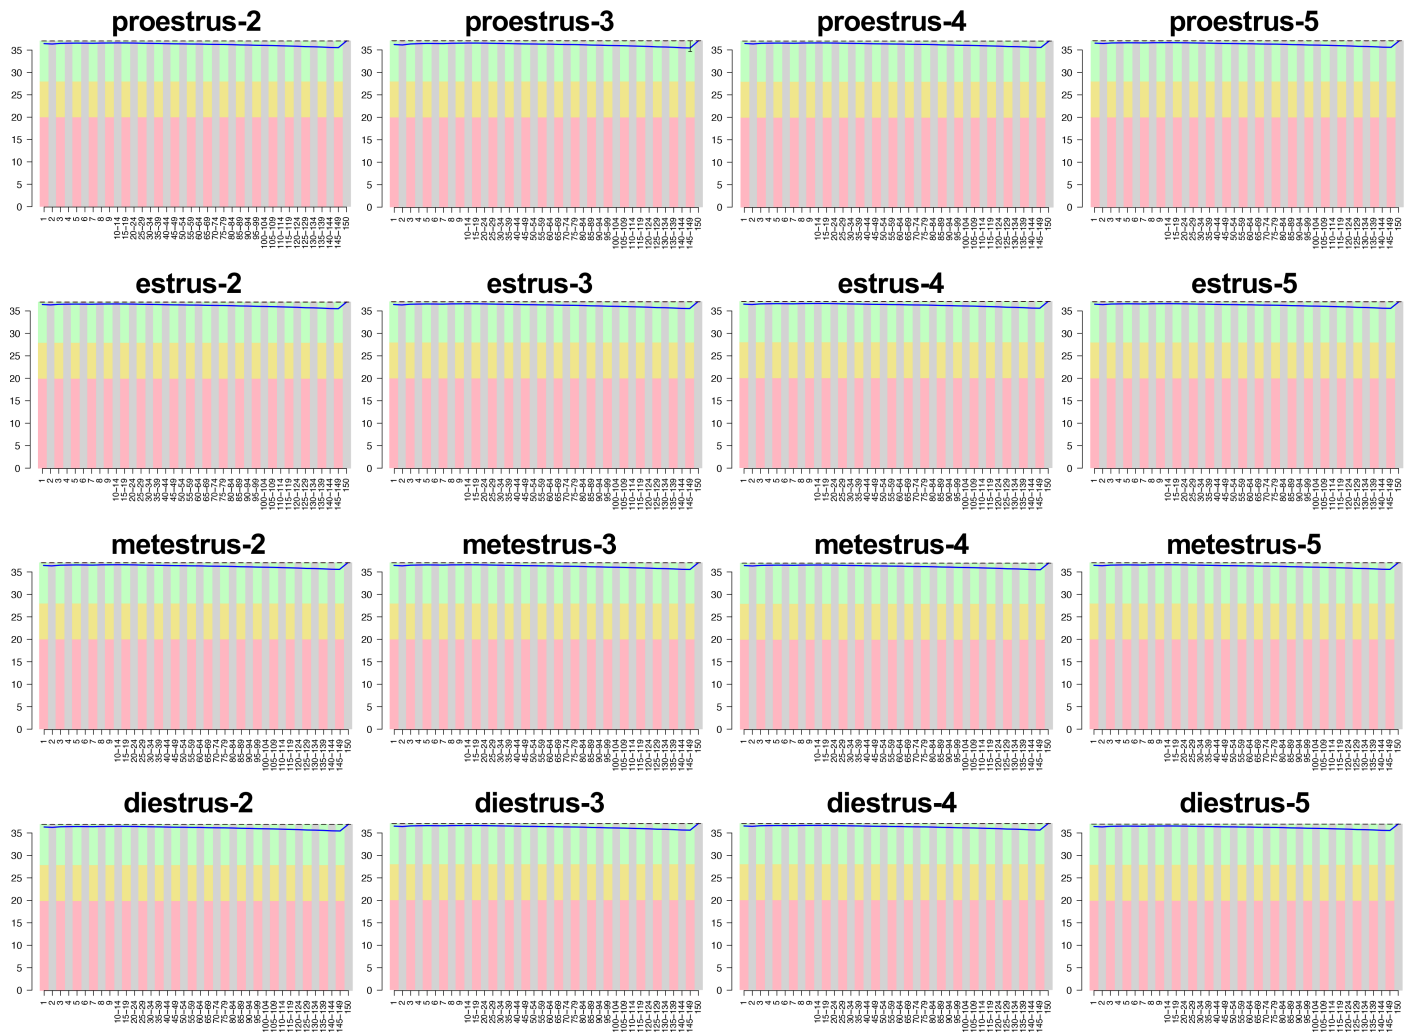

Figure S2. Sequencing quality score plots. The x-axis represents the base position in the sequence, and the y-axis represents the quality scores.

How the deposited data were processed for this re-analysis (not part of the article)

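RNA from the inguinal subcutaneous fat of 20 female mice was sequenced, with 5 mice at each of 4 stages of the estrous cycle and 1 library per mouse. The sources name them as separate animals. The mapping of libraries to stages was taken from the paper and the sample labels, which give the same stages and replicate numbers.

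The deposited values are FPKM per gene and library, made by the authors. By the paper, reads were trimmed with Skewer, aligned to GRCm38 and counted with HTSeq, and expression was given as FPKM. The submitters' processing notes name FastQC 0.11.5, STAR 2.5.3a and StringTie 1.3.1c, and the builds GRCm38 and hg38. Which tool made the FPKM and which annotation release was used are not given in the sources used here. In the table 35766 of 35841 identifiers were found in GENCODE M21 and 75 were not. No symbol or a missing one was given for 1639 genes, and another 26 symbols had been turned into dates. Of both groups together, 1590 genes were named here from their identifiers. Where whole fragments were counted, FPKM of a gene are multiples of the value of 1 fragment. Of the low values tested 35.4% on average fell within 0.1 of a whole step, where chance gives about 20%, so that reads were not recovered and no count test was run. The paper's Table 1 gives 49604020 to 63885482 clean reads. The sums of FPKM were 373659 to 452647 per library.

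FPKM were taken to log2(FPKM + 1). Genes with at least 1 FPKM in at least 5 libraries were kept, which left 13987. One linear model with a mean for each stage was fitted in limma 3.58.1 (R 4.3.3), with empirical Bayes moderation and a trend of the variance with the mean. The 6 pairs of stages and the F test among the 4 stages were adjusted by Benjamini-Hochberg, each over all genes tested, at 0.05. Slopes on log2 progesterone and log2 estradiol were fitted with the stages in the model. The 33 gene lists, of metabolic pathways, hormone responses and cell types, were tested in the 6 comparisons with camera at a preset correlation of 0.01, and again with a correlation estimated for each list. These 198 tests were adjusted together. Counts within a list are given over all genes tested and adjusted over the list alone. The lists, the main tests and most of the alternatives were chosen before the data were examined.

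The genes that the text names are, for each comparison, up to 10 with the largest rise and 10 with the largest fall among those past the threshold and with no overlap between the 5 libraries of each stage, leaving out predicted gene models and clone names. Up to 4 members of each list with the smallest p among the stages, the 10 genes with the highest mean FPKM and a fixed set of hormone receptor, adipocyte and mammary genes were added. The paper names no gene. Not all of the genes chosen in these ways are reported here. Other genes are said to have been chosen after their values were seen.

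Correlations between libraries and principal components were computed over all 35841 genes with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15. The separation of each pair of stages, by distances between libraries over all genes, was tested by all assignments of the 10 libraries. Serum hormones were tested by exact permutation tests of the difference of means. Tests over the 4 stages used 100000 permutations. No library held the values of another, and in the 190 pairs at most 0.0302% of the genes above 0 in either library had equal values. The model was tested on simulated values for 20 libraries, drawn for each gene from its real mean and spread, with changes put into diestrus. The changed genes were drawn from those with higher means. The noise was independent between genes, unlike the shared differences among the real libraries. The numbers that follow therefore do not give the error rate or the power in the real data. Of 50 genes each changed by 0.5, 1, 2 and 3 on the log2 scale among 13987, it called 23, 38, 49 and 48, all in the right direction, with 9 unchanged genes called.

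The alternatives were another pseudocount, no filter and a stricter filter on low values, rescaling to an equal total, median-ratio size factors, array weights, no trend, a replicate block, fits on the libraries of a pair of stages alone, other correlations and scalings for the component analysis, and leaving out each library in turn. Another 3 were chosen after the data were seen, namely leaving out mitochondrial genes, a lymphocyte score as a covariate, and leaving out proestrus-2 and metestrus-3 together. Read counts were not used here. Coordinates are those of GENCODE M21 on GRCm38, 1-based.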

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

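The test for lymph node tissue and that for serum progesterone were set before their results were seen, and the other tests here were chosen after the results were seen.

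On unscaled log2 values the fat pads differed most in lymphocyte genes. Stage accounted for 2.99% of the first component (permutation p = 0.915), which argues against the estrous stage as its source. A lower share of adipocytes would raise the markers of other cell types alike, but with the lymphocyte score their lists had a median slope of -0.086 within stages. Over all genes 3 libraries had their nearest library on PC1 and PC2 in their own stage, and with 500 genes chosen for differing between stages 19 did, against a median of 10 (highest 16) in 99 random regroupings with their own 500 genes, so the choice of genes alone does not give such a grouping. Lymph node tissue in some pads may be the source: over the 12 libraries with lymphocyte genes, 5 genes of lymph node stroma and high endothelial venules rose with the lymphocyte score (Spearman's rho 0.895, permutation p = 0.00029; Pearson's r 0.884, permutation p = 0.00012; r 0.851 without the 2 farthest libraries), of which Cxcl13 was the highest, at 23.8 to 107.0 FPKM there and 0.912 to 7.50 in the other 8.

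Glucocorticoid-responsive genes were higher at metestrus. Lymphocytes or the muscle of metestrus-3 are argued against, since the median change of the list from estrus was 0.99 with the lymphocyte score as a covariate and 1.01 without metestrus-3, against 0.98, and other tissue was not tested. Another time of day stays open: the clock genes outside the list had a median absolute change of 0.36, at the 100th percentile of 10000 random lists matched on expression, and the paper's text gives the hour of the vaginal smears but not that of sampling. Of 17 clock genes, 5 had an unadjusted p under 0.05 in limma from estrus to metestrus. The number was 9 from metestrus to diestrus and 9 from estrus to diestrus. Time of day therefore stays open for the changes at diestrus as well, where it was not tested. Less food before sampling stays open too, as fatty acid and triglyceride synthesis genes had a median change of 0 with members going both ways, and so does the level of progesterone, on which the list had a slope of -0.023 within stages (permutation p = 0.854). The estrous stage itself stays open as a biological source.

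Genes fell from proestrus to estrus. A loss of luminal mammary epithelium that matches these falls is argued against by its markers, whose changes lay between -0.777 and 0.287 (median -0.16). The genes that fell had a median of -1.29, but they were chosen for falling, so the gap is overstated. Basal mammary genes had a mean log2(FPKM + 1) of 2.92 at proestrus and 3.02 at estrus, although their member Oxtr fell. Lymphocyte content is argued against as well, since 19 of 19 falls kept their call with the lymphocyte score as a covariate. A response to the hormones of proestrus stays open and was not tested.

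For each count of genes, 100 splits of the libraries into groups of the same sizes were drawn, the real one included. As many calls as the real split came in 3 splits for proestrus to estrus (real 20, highest other 864), 3 for estrus to metestrus (31, 874), 2 for metestrus to diestrus (173, 1125), 1 for proestrus to metestrus (123, 17) and 4 for the 4 stages (103, 1367). Each share is under 0.05, which argues against chance, but the shares were not adjusted over the counts tested. For proestrus to estrus other signs were mixed. Its 0.736% of genes without overlap lay below the 0.794% of chance, and 936 genes had an unadjusted p under 0.05 in limma (699 by chance). Chance therefore stays open for its 20 calls. For diestrus to proestrus 3 splits gave as many (2, 38), but other counts were below those of chance, with 554 genes at an unadjusted p under 0.05 (699 by chance) and 0.486% of genes without overlap between the stages (0.794% by chance), so chance stays open for its 2 calls. Chance is not excluded for the number of gene lists called (64 splits, 70 and 95). For estrus to diestrus the real count was 0, which all 100 splits reach (highest other 1181), so they cannot test it. Splits that called several times the real number point to a structure of the samples. Whether it is that of the lymphocyte genes was not tested on the splits.

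Of 416 groups of 5 libraries or mice, 29 held a sample far from the others, by the gap to its nearest neighbour divided by the range of the group. Chance gives about 1 in 20, or 20.8. Proestrus-2 was low for B and plasma cell genes (0.750), Cd79a (0.919) and Cd3g (0.7104), and high for immediate early genes (0.736) and Slc5a5 (0.776). Metestrus-3 was high for skeletal muscle genes (0.737), Actn3 (0.769), Eno3 (0.835), skin genes (0.739) and clean reads (0.712). Estrus-1 was high for Mt2 (0.812), Aoc1 (0.961) and Ptpn5 (0.826) and low for Angptl8 (0.715). Estrus-3 was low for serum estradiol (0.889), Pck1 (0.716), Lipe (0.787), Pnpla2 (0.782) and Nr1d1 (0.713). Estrus-5 was high for Actn3 (0.872) and low for mt-Atp6 (0.905), which was also low in proestrus-3 (0.821) and metestrus-5 (0.876), and low in diestrus-3 and diestrus-4 together (1564 and 1946 FPKM). Metestrus-2 was low for Lipe (0.797) and Hspb1 (0.771). Diestrus-1 was low for estrogen-responsive genes (0.966), diestrus-3 high for genes of the unfolded protein response (0.721), diestrus-2 high for clean reads (0.736) and proestrus-4 high for the share of mitochondrial genes (0.752).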

How the results depend on the processing

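Leaving out mitochondrial genes, the lymphocyte covariate and leaving out proestrus-2 and metestrus-3 together were chosen after the results were seen, and the other alternatives before. Calls for a gene kept their direction in every setting. Over the alternatives that each left out 1 library, 4701 of 5270 calls or non-calls for a gene and a comparison stayed on their side of the threshold, 544 lost a call and 25 gained one, and under the other planned settings these numbers were 1938 of 2173, 190 and 45. For lists they were 3700 of 3960, 88 and 170, and 711 of 792, 72 and 9. The causes of these changes were not tested. The depth per gene is unknown, so no counting error is given.

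From estrus to metestrus 18 genes changed with no filter, 18 rescaled to an equal total, 165 with array weights, 16 without mitochondrial genes, 101 with the lymphocyte covariate and 8 on the 10 libraries of the 2 stages. From metestrus to diestrus it was 70 with no filter, 113 with median-ratio factors, 1035 with array weights and 403 with the lymphocyte covariate. From proestrus to metestrus it was 494 with array weights, 237 with the lymphocyte covariate, 289 without proestrus-2 and metestrus-3 and 68 on 10 libraries. From proestrus to estrus it was 48 without these 2 libraries and 7 on 10 libraries. From diestrus to proestrus it was 0 with a pseudocount of 0.1, without the 2 libraries or on 10 libraries, and 1 with no filter, a stricter filter or median-ratio factors. From estrus to diestrus array weights gave 8. Among the 4 stages it was 767 with array weights, 230 with the lymphocyte covariate and 189 without the 2 libraries. With no filter 1 gene had a slope on estradiol. With an estimated correlation 4 of 70 list calls held.

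Leaving out 1 library gave 11 to 46, 9 to 56, 43 to 276, 0 to 4, 53 to 329 and 0 to 6 genes for the 6 comparisons in the order proestrus to estrus, estrus to metestrus, metestrus to diestrus, diestrus to proestrus, proestrus to metestrus and estrus to diestrus, 36 to 184 among the 4 stages, 0 to 0 for both slopes, 65 to 90 lists, 35513 to 35751 genes above 0, -0.000927 to 0.00101 for the difference of correlations, 7 to 9 libraries closest to their own stage, 36.3 to 40.1% for the first component and 13.2 to 16% for the second. The ratios of the variation between stages to that within them, over all genes, were 0.694 to 1.65, 0.679 to 1.05, 0.919 to 1.46, 0.519 to 1.18, 0.896 to 1.64 and 0.647 to 1.24 in the same order. Of 12 hormone comparisons 6 to 8 were called.

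The replicate block gave 94 genes from metestrus to diestrus, 1 from diestrus to proestrus, 47 among the 4 stages, 15 from proestrus to estrus, 21 from estrus to metestrus and 82 from proestrus to metestrus. The deviations of libraries from their stage means had a mean correlation of -0.078 in the 30 pairs of the same number (above 0.1 in 10) and 0.02 in the others, and 2 of 20 libraries correlated best with their own number, so no pairing by number was seen.

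The first component held 18.2% with scaled genes, 48.4% on FPKM without a log, 42% with the filter and 32.4% with a pseudocount of 0.1, and the second 12.6%, 25.9% and 14.1% with scaled genes, without a log and with that pseudocount. The closest library was of the own stage in 10 with the filter, 10 with a pseudocount of 0.1, 7 with Spearman's correlation and 3 without a log. At a level of at least 1 FPKM 15900 genes were counted. In 3 results a list changed direction. The signed -log10 p of the cell cycle list from proestrus to estrus became 3.29 with the lymphocyte covariate, and that of the skeletal muscle list became -1.40 from estrus to metestrus and -4.70 from proestrus to metestrus without proestrus-2 and metestrus-3, and ranged from -1.53 to 4.62 and from -3.96 to 1.72 over the fits without 1 library, the lowest without metestrus-3, which holds the muscle genes. The cause was not tested for the first.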

Differences from the paper's values

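The tally of libraries by their own stage, the shares of components between stages and Tukey's test were chosen after the results were seen, and the other tests before. The share of the first component was about 18% in Fig. 4b, read by eye, and is 38.4% here. Among the alternatives set before the data were examined, scaling each gene to unit variance gives 18.2%, within the paper's value. It stays apart on FPKM without a log (48.4%), with the filter on low values (42%), with a pseudocount of 0.1 (32.4%) and without any 1 library (36.3 to 40.1%).

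The mean correlation of library pairs was about 0.90 within a stage in Fig. 4a, read by eye, and is 0.972 here. For pairs of different stages it was about 0.87 in Fig. 4a, read by eye, and is 0.972 here. Judged by the SD over pairs of Pearson's correlation (0.0129 within a stage and 0.0118 between stages), none of the alternatives closes the gap. Spearman's correlation gives 0.916 and 0.916, genes past the filter 0.938 and 0.938, a pseudocount of 0.1 gives 0.963 and 0.964, and FPKM without a log 0.980 and 0.980. By Spearman's correlation single pairs lay between 0.883 and 0.939, which takes in 0.90 but not 0.87. The error of the reading by eye is not known, so the within-stage value may not differ from Spearman's. Leaving out 1 library changed neither gap.

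The paper states that correlations among most replicates were higher. The mean correlation with the own stage was the higher one in 13 of 20 libraries here, and the mean over pairs of the same stage was not higher than over other pairs (difference -0.000148, permutation p = 0.458). It states that each pair of stages was separate in the component analysis. The pairs of stages were not tested on the first and second components here, so the plot itself was not tested. By distances between libraries over all genes, the exact permutation p of the 6 pairs is 0.278 to 0.675. With each gene scaled to unit variance it is 0.135 to 0.54. Metestrus lies apart on the fourth component, of which stage accounts for 77.2% on unscaled values and 79.3% with scaled genes.

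For serum hormones, Fig. 2c marks estradiol at metestrus as different from estrus and at diestrus from proestrus and metestrus. The exact adjusted p is 0.116, 0.068 and 0.0714 here, and the test that the paper names, Tukey's, gives 0.11, 0.0527 and 0.0416 from the values of Table S1. The figure marks estradiol at estrus, and progesterone at estrus and diestrus, as different from proestrus. The exact adjusted p is 0.0159 for each, and Tukey's test gives 0.137, 0.294 and 0.172.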

Other observations

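All tests here were set before the results were seen, apart from the permutation tests of list means and the tests on the clock genes, which were chosen after the results were seen.

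Genes of the extracellular matrix were higher at estrus than at proestrus in 25 of 25 members, with a median change of 0.70, but limma called 0 of them over all genes, with 12 at an unadjusted p under 0.05, and 0 when adjusted over the list alone (camera, adjusted p = 2.61e-10; adjusted p = 0.65 with an estimated correlation). Macrophage genes had a median change of 0.78 from proestrus to metestrus, with 1 called, Mertk, and 8 when adjusted over the list alone (camera, adjusted p = 1.78e-06; adjusted p = 0.65 with an estimated correlation). The call of Mertk, a receptor for apoptotic cells (adjusted p = 0.0126), was lost without proestrus-3 or metestrus-4 (adjusted p = 0.0524 and 0.0527). Luminal genes of the mammary epithelium had a median change of 0.42 from diestrus to proestrus and were higher in 18 of 18 members, with 0 called by limma over all genes, 9 at an unadjusted p under 0.05 and 5 when adjusted over the list alone (camera, adjusted p = 9.79e-14; adjusted p = 0.368 with an estimated correlation). As means per library, the extracellular matrix, macrophage and luminal lists were not found to differ among the 4 stages (permutation tests, p = 0.133, 0.246 and 0.156). The mean log2(FPKM + 1) of the extracellular matrix genes overlapped, at 3.21 to 5.21 at proestrus and 4.32 to 5.45 at estrus. Krt8 and Epcam did not pass the F test among the stages (adjusted p = 0.443 and 0.556), and neither did the proliferation gene Mki67 (0.964), Wnt4 (0.161) or Tnfsf11 (0.987), the gene of RANKL. Wnt4 fell from metestrus to diestrus (log2 change -0.79, adjusted p = 0.0438), a call that ended in 13 of the 20 fits that each left out 1 library (adjusted p = 0.0503 to 0.141).

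The clock genes Nr1d1, Bhlhe40 and Dbp were chosen after their values were seen. Their change from estrus to metestrus was -1.29, -1.09 and -0.82 on the log2 scale. These were the largest falls among the 16 clock genes outside the glucocorticoid list, and Nfil3, Per2 and Cry1 had the largest rises (0.755, 0.542 and 0.474). From metestrus to diestrus Nr1d1, Bhlhe40 and Dbp changed by 0.558, 0.933 and -0.664. Low values of Dbp at diestrus were those of diestrus-2 and diestrus-4, at 3.49 and 2.89 FPKM. Diestrus-1, -3 and -5 were at 16.1, 26.8 and 31.5 FPKM, and the metestrus libraries at 14.7 to 25.0 FPKM. Of 17 clock genes 0 passed limma's F test among the stages over all genes, and 8 did when adjusted over the list alone. The brown fat gene Ucp1, the prolactin receptor gene Prlr and the glucocorticoid receptor gene Nr3c1 did not pass the F test among the stages (adjusted p = 0.869, 0.807 and 0.122).

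The 16 T and NK cell genes, 16 B and plasma cell genes and 15 skeletal muscle genes held 0 genes that differed among the stages in limma's F test over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. At an unadjusted p under 0.05 the F test called 1494 of all genes.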
